A study of Homo sapiens with 2 samples. Its data were reported in "Nicotinamide promotes cardiomyocyte derivation and survival through kinase inhibition in human pluripotent stem cells" (2021).

How the data were processed

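Total RNA of H1 human embryonic stem cells was measured on Illumina HumanHT-12 v4 bead arrays. These arrays carry beads coated with gene-specific probes that capture biotin-labelled cRNA and report 1 colour. Cells were grown for 72 h (3 days) in E8, a defined maintenance medium for pluripotent cells, or in E8 with 10 mM nicotinamide, the amide form of vitamin B3. Each group held 1 array, so the comparison has no replicate check. The labels gave the group of each array, and no batch or scan date was used.

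The authors deposited a table of probe intensity that was neither background-subtracted nor normalized, judged from its lowest values of 97.1 (E8) and 84.6 (nicotinamide). Per the file headers each intensity comes with a detection p-value, and every p-value is a multiple of the share given by 770 negative control probes. The authors also deposited a table of log2 values for the same arrays. The methods name a web portal for array analysis without its settings. Judged from the values, this table is background-subtracted, on a log2 scale and quantile-normalized: its sorted columns differ by at most 0.09, and its column medians are 5.58 (E8) and 5.57 (nicotinamide). Across probes its rank correlation with the scanner intensity of the same array was 1.00 on each array. Its exact background method and any centring stay unknown. It was used as an alternative.

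Intensities were processed with limma 3.58.1 in R 4.3.3 by neqc, which estimates background from the detection p-values (normexp), adds an offset of 16, quantile-normalizes and takes log2. The estimated background was 129.8 ± 10.9 (E8) and 110.8 ± 8.15 (nicotinamide) intensity units (mean ± SD over negative control probes). The lowest normalized log2 signal among detected probes was 5.51 on the E8 array and 5.63 on the nicotinamide array. Background correction widens differences of dim probes and quantile normalization removes any overall change in RNA content.

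The array held 47296 probes. The platform's annotation named 1 gene for 30105 probes and several for 8, which were left unnamed, and 17183 probes are unnamed here. Of the 30105, 30066 matched the RefSeq gene table (assembly GRCh38.p14) by gene identifier, and 0 symbols changed. That table served for names, biotypes and the order of neighbouring genes only. No coordinates are given because the build behind the probes is not given in the sources used here, and probe sequences were not used.

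A gene was represented by its probe with the highest mean normalized signal, for 20041 genes. A gene was used where this probe had a detection p-value under 0.01 on at least 1 array. Where the dim array was not detected, the difference is a bound: the bright value minus the higher of the probe's own dim value and the lowest detected signal of the dim array, set to 0 where this would change sign. Such values are written as "at least N-fold". Of the 1100 genes treated this way 3 had a dimmer probe detected on both arrays, and 7 genes left out had another probe that was detected.

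With 1 array per group no test across samples and no p-value of a difference is given. Genes are described by size, at the thresholds of 2-fold and 1.5-fold that the study's methods state. Bead numbers and bead errors were not used here, so the planned bead error of a difference and the filter on it could not be run. As a yardstick, the log2 differences of the brightest and the second probe of the same gene were compared over 2282 genes with at least 2 probes detected on both arrays: they differed with an SD of 0.41 (robust SD 0.30). This covers probe error within the pair of arrays, not the spread between cultures.

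Before the data were examined, 33 gene lists were fixed for pluripotency, lineages, signalling, nicotinamide metabolism and targets, stress, metabolism, cell cycle, HOX genes, imprinted genes and reference genes. A list's median log2 difference was placed among 10000 random lists of the same size, matched on mean signal in 20 bins. A list is said to stand apart under percentile 2.5 or over 97.5. Lists with fewer than 3 detected genes got no percentile, which left 31. By chance 1.55 of these would stand apart if genes were independent, and genes of 1 list can vary together, so the number by chance can be higher.

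The genes named were chosen by a rule also fixed then. It takes the 12 largest differences up and the 12 down among genes detected on both arrays, without LOC names, whose other detected probes moved the same way. It adds the 5 largest bounds up and the 5 down. In each list it takes up to 4 members with the largest difference of at least 1.5-fold, or the 2 with the highest mean signal where there is no such member. A fixed choice of the study's marker and reference genes, not all of them, is named whatever the value.

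The alternatives were no background correction, an offset of 50, median scaling over all probes, the authors' log2 table, detection p-values under 0.05, no detection filter, genes detected on both arrays, the mean over detected probes, and random lists not matched on signal. Chosen after seeing the data were median scaling over detected probes, the removal of genes whose detected probes differ by over 1.5-fold, and counts of genes whose detected probes all pass the threshold.

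The steps were tested on simulated arrays with the E8 array's signals, the measured backgrounds, a noise SD of 0.2 (log2) per array and 200 changed genes, over 11840 detected genes. For the comparison of nicotinamide with E8, 98% of genes changed 3-fold up and 98% of those changed 3-fold down were at least 1.5-fold apart in the right direction. At a simulated 2-fold change these shares were 78% (higher) and 80% (lower). Of 11617 unchanged genes, 613 (5.28%) were also at least 1.5-fold apart and 12 at least 2-fold, so at this noise a part of the 1.5-fold genes is noise. Of 40 lists without a shift 3 stood apart. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.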

Results

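Gene expression of H1 human embryonic stem cells, an established pluripotent cell line, was measured after 72 h in E8 medium (1 array) and after 72 h in E8 with 10 mM nicotinamide (1 array). The nicotinamide array was the dimmer one, with a median intensity of 119.4 against 142.7 over the 47296 probes. Detected probes had a median intensity 2.60 times the background on the nicotinamide array and 3.13 times on the E8 array. On the E8 array 16417 probes were detected and on the nicotinamide array 15749. Of 20041 genes, 9582 were detected on both arrays, 721 on the E8 array only, 379 on the nicotinamide array only and 9359 on neither. There is no replicate of either culture, so every difference below describes this pair of arrays, and the number of arrays limits its precision. Differences are normalized log2 signal with nicotinamide minus that in E8, or the fold made from it.

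The first question was which genes nicotinamide changes in cells kept in maintenance medium. With nicotinamide 63 genes were at least 2-fold higher and 262 at least 2-fold lower. At 1.5-fold 633 genes were higher and 786 lower, and 9263 lay in between. The lower genes detected on both arrays were led by NTS, which encodes the peptide neurotensin (7.42-fold lower), and by the eye and forebrain regulator SIX6 (6.97-fold lower). LHX4 (5.10-fold) and SOX21 (4.79-fold), which encode a LIM homeobox and a SOX transcription factor, were lower too. The higher genes detected on both arrays were led by small nucleolar RNAs of the U3 type (3.37-fold to 5.19-fold higher). ODC1, the first enzyme of polyamine synthesis, was 2.49-fold higher.

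Among genes detected on both arrays the other large decreases were in PWAR5, a non-coding RNA of the Prader-Willi region (6.19-fold lower), the actin-associated adaptor SORBS2 (5.56-fold), CDKN2AIPNL (4.73-fold), the replication factor GINS4 (4.55-fold), FEZ1, a kinesin adaptor of axons (4.36-fold), the nuclear RNA-binding protein HNRNPU (4.25-fold), CFAP95 (4.21-fold) and the axon guidance ligand SEMA3E (4.21-fold). A second detected probe moved the same way for SORBS2 (-2.85), FEZ1 (-1.38) and HNRNPU (-0.67, far from the -2.09 of its brightest probe). No other probe of NTS, CDKN2AIPNL or SEMA3E was detected on both arrays. On the higher side SNORD3D was 5.19-fold, SNORD3C 3.52-fold and SNORD3A 3.37-fold higher. These are near-identical copies of U3 RNA, so their probes cannot be taken as separate genes. RPPH1, the RNA of ribonuclease P, was 2.86-fold higher. The neural adhesion molecule NCAM1 was 2.64-fold, COMMD3 2.55-fold, carboxypeptidase CPM 2.51-fold, the immediate early gene IER2 2.48-fold, VASN 2.33-fold, the RNA-binding protein TAF15 2.32-fold and TTC12 2.31-fold higher. The second probe of TAF15 differed by 1.47. NCAM1 and TTC12 lay close to the lowest detected signal in E8 (5.57 and 5.71), and without background correction both were under 1.5-fold (0.58 and 0.51). No other probe of NCAM1, CPM or TTC12 was detected on both arrays. On the lower side GINS4 (5.84), PWAR5 (6.02), SORBS2 (6.28) and LHX4 (6.29) lay near the lowest detected signal of the nicotinamide array. Their smallest decreases over the alternatives were -1.16, -1.56, -1.54 and -1.45, all still past 2-fold.

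**Figure D1:**
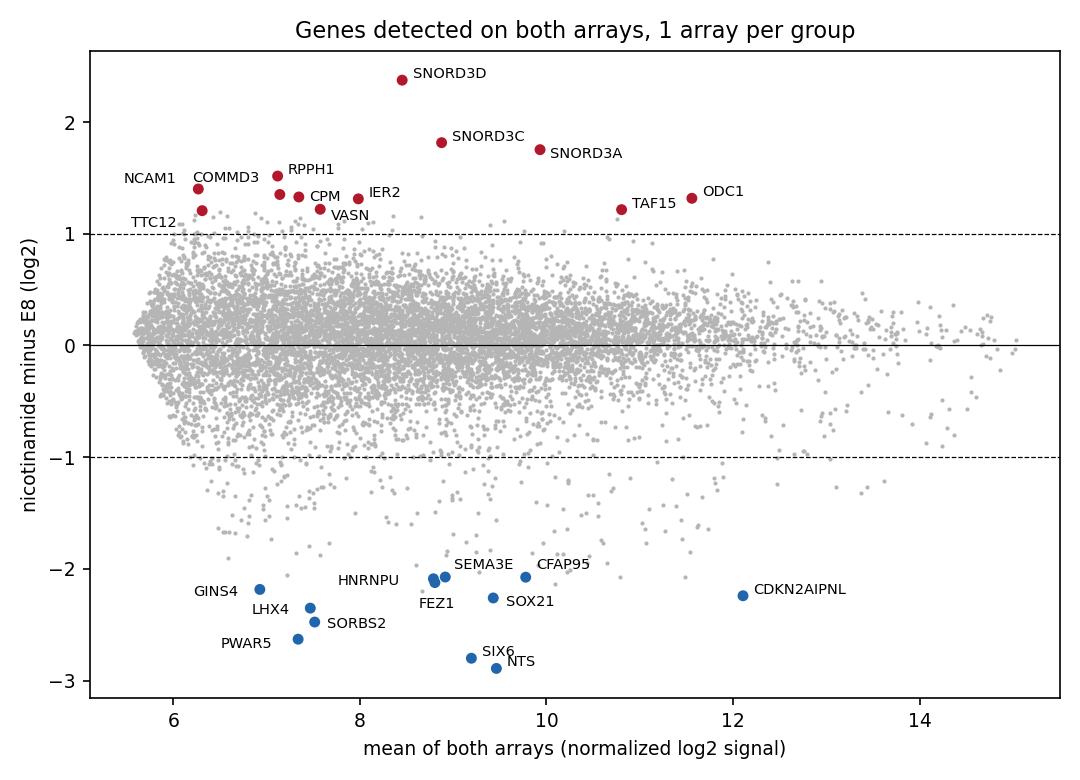
Each grey point is 1 of the genes detected on both arrays, by its mean normalized log2 signal (x axis) and its log2 difference, nicotinamide minus E8 (y axis). Dashed lines mark 2-fold, and the 12 named genes on each side are coloured red (higher) and blue (lower), from SNORD3D at 2.37 to NTS at -2.89.

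Some genes were detected on 1 array only. Bounds are those of the main setting. With nicotinamide FCF1 was at least 6.84-fold lower, NUP43 at least 4.10-fold, the tryptophan-degrading enzyme IDO1 at least 4.03-fold, the interferon-inducible membrane protein BST2 at least 3.45-fold and the matrix protease MMP9 at least 3.40-fold lower. The smallest decreases over the alternatives were -1.51 (FCF1), -0.98 (NUP43), -0.97 (IDO1), -0.82 (BST2) and -0.81 (MMP9). All but that of FCF1 were under 2-fold. PPID was at least 3.01-fold, P2RY11 at least 2.89-fold, the urokinase receptor PLAUR at least 2.19-fold, MTCH2 at least 2.12-fold and SPR, an enzyme of tetrahydrobiopterin synthesis, at least 2.08-fold higher. Their smallest log2 values over the alternatives were 0.67 (PPID), 0.64 (P2RY11), 0.44 (PLAUR), 0.41 (MTCH2) and 0.40 (SPR). PLAUR, MTCH2 and SPR thus fell under 1.5-fold in some setting. A dimmer PLAUR probe detected on both arrays differed by 0.46.

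The large decreases often rested on 1 probe. Of the 222 genes at least 2-fold lower and detected on both arrays, 58 had another probe detected on both. The brightest probes of these 58 genes had a median difference of -1.40 and their 69 other probes one of -0.08, with 26 of the 69 at least 1.5-fold lower and 40 within 1.5-fold. In this set all detected probes were at least 2-fold lower for 14 genes. ZNF483 (-2.20), FKBP14 (-2.14) and ZNF549 (-2.07) were passed over because another probe moved the other way. The counts also moved with the processing: from 6 to 155 genes were at least 2-fold higher over the alternatives other than the count on all detected probes, and from 111 to 864 at least 2-fold lower.

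The second question was whether genes of the pluripotent state and of the lineages differed. Genes of primed pluripotency, the state in which human embryonic stem cells are kept, stood apart on the lower side: of 28 detected members 9 were at least 1.5-fold lower and 1, FOXD3, at least 1.5-fold higher (1.59-fold, named after its value was seen). The list's median was -0.14 (percentile 0.11). The TGF-beta family ligand GDF3 was 4.15-fold lower, the anterior regulator OTX2 3.67-fold, PRDM14, which represses differentiation genes in these cells, 3.27-fold and the telomere protein TERF1 3.16-fold lower. With nicotinamide GDF3 (6.19) and PRDM14 (5.94) lay near the lowest detected signal. The smallest decreases over the alternatives were -1.18 (GDF3), -1.19 (OTX2) and -0.86 (PRDM14). No other probe of OTX2 or PRDM14 was detected on both arrays. The core factors differed less: NANOG was 1.58-fold and SOX2 1.54-fold lower, and POU5F1 (OCT4) differed by -0.13. Second probes of NANOG (-0.42) and SOX2 (-0.46) lay on the same side and under 1.5-fold. The list of naive pluripotency and germ line genes also stood apart, with 7 of 20 members detected (median -0.36, percentile 1.54). TFAP2C was 1.65-fold lower, DPPA5 at least 1.61-fold lower and TFCP2L1 1.67-fold higher.

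Most lineage markers were not detected on either array. Of the primitive streak and early mesoderm list 1 of 19 genes on the array was detected, EOMES, a mesendoderm regulator, at least 1.28-fold higher with nicotinamide. Of the cardiac list 6 of 34 were detected (median -0.23, percentile 8.27), with TNNI3 at least 1.75-fold and KCNH2 at least 1.58-fold lower. The marker genes NKX2-5, WT1, PECAM1, CDH5, PDGFRB and ACTA2 were detected on neither array, and TNNT2 is not analysed here. The endothelial and blood list (4 of 21 detected, median 0.15, percentile 70.0) had no member 1.5-fold apart. Its brightest members were KDR (0.09) and SOX18 (-0.27). The smooth muscle and mesenchymal list (11 of 25 detected) had a median of 0.08 (percentile 55.0), and COL1A2 was 1.89-fold, the intermediate filament gene VIM 1.83-fold and MYL9 at least 1.65-fold lower. Second probes of COL1A2 (-0.66) and VIM (-0.95) moved alike. The epicardium and kidney list (4 of 13, median -0.20, percentile 9.67) held CITED2, 2.01-fold lower, and the endoderm and hepatic list (5 of 18, median -0.20, percentile 8.86) held HHEX, 1.55-fold lower.

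In the neural list 12 of 28 genes were detected and the median was -0.01 (percentile 24.8). It held 3 members at least 1.5-fold higher and 3 lower: NCAM1 and the hindbrain-side regulator GBX2 (2.12-fold) were higher, SIX6 and the forebrain regulator SIX3 (1.82-fold) lower. The others, named after their values were seen, were the neuronal tubulin TUBB3 (1.53-fold higher) and STMN2 (1.62-fold lower, second probe -0.74). The amnion and trophoblast list (7 of 27, median 0.17, percentile 73.9) had 1 member past 1.5-fold, HEY1, at least 3.00-fold lower. Of 22 HOX genes on the array 2 were detected, HOXD3 (at least 1.40-fold) and HOXB6 (at least 1.33-fold), both near the detection limit on the nicotinamide array.

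Nodal and TGF-beta targets had a median of -0.24 (percentile 2.65, just inside the limit), with 4 of 10 detected members at least 1.5-fold lower: GDF3, the ligand NODAL (2.30-fold), BMP7 (1.62-fold) and LEFTY2 (at least 1.56-fold). BMP targets (6 of 12 detected, median -0.19, percentile 6.25) had 1 member at least 1.5-fold lower, the helix-loop-helix inhibitor ID2 (1.95-fold), whose second probe differed by -0.73. Canonical WNT targets (9 of 17, median 0.16, percentile 76.8) had 4 members at least 1.5-fold higher and 0 at least 1.5-fold lower: the receptor FZD7 (1.96-fold, second probe 0.47), MYC (1.68-fold, second probe 0.51), ZNRF3 (1.64-fold) and LEF1 (at least 1.51-fold). AXIN2, a feedback target of this pathway, differed by -0.21. WNT ligands and receptors (21 of 33, median 0.05, percentile 49.7) held FRZB, a secreted WNT antagonist (3.11-fold lower), FZD5 (1.87-fold lower) and LRP5 (1.56-fold higher). FRZB lay close to the lowest detected signal with nicotinamide (5.66), and its smallest decrease over the alternatives was -0.74. WNT5B was at least 1.12-fold higher, and WNT2 and WNT11 were detected on neither array. FGF-ERK targets (17 of 20, median 0.15, percentile 84.6) had 3 at least 1.5-fold higher and 0 at least 1.5-fold lower: EGR1 (1.91-fold), SPRED2 (1.77-fold) and MYC. Actin, SRF and YAP targets (22 of 24, median 0.07, percentile 49.3) had 4 at least 1.5-fold higher and 3 at least 1.5-fold lower. THBS1 (2.07-fold), CCN1 (2.04-fold) and CCN2 (1.93-fold), secreted matrix proteins, and EGR1 were the 4 higher ones. The 3 lower ones were MYL9, AMOTL2 (at least 1.64-fold) and the tropomyosin TPM4 (1.61-fold, second probe -0.85), the last pair named after their values were seen.

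**Figure D2:**
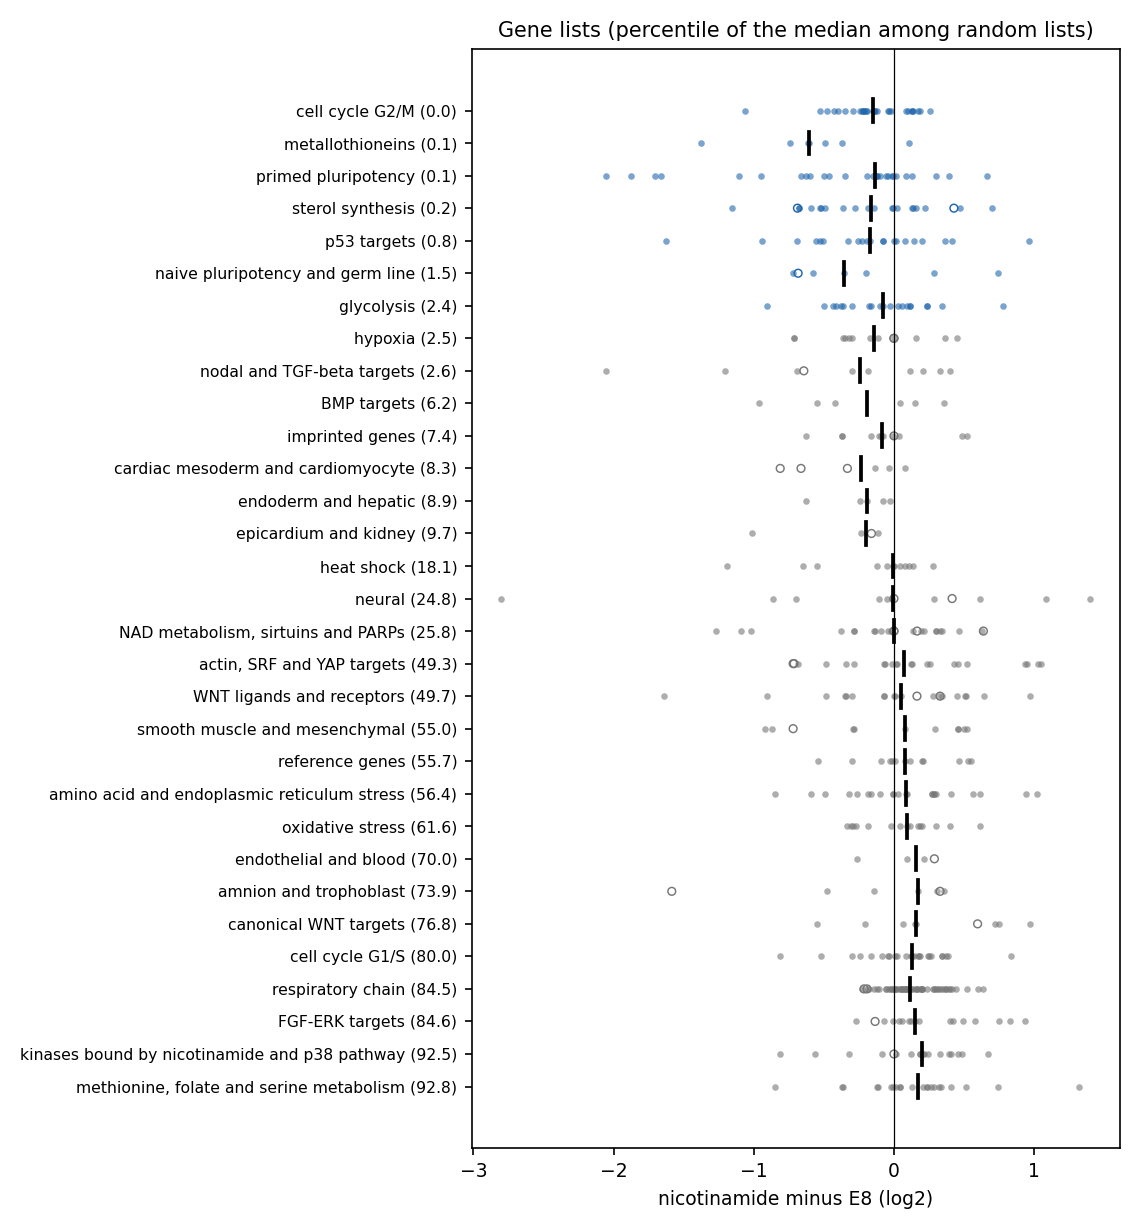
Each row is 1 of the 31 gene lists with a percentile, and each point a detected member by its log2 difference, nicotinamide minus E8 (x axis). Open circles are bounds, black bars are list medians, numbers in brackets are percentiles among 10000 random lists, and the 7 blue lists stand apart on the lower side.

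The third question concerned enzymes that nicotinamide feeds or inhibits. The list of NAD metabolism, sirtuins and PARPs did not stand apart (24 of 34 detected, median 0, percentile 25.8): 2 members were at least 1.5-fold higher and 3 lower. The median of 0 comes from SIRT6 and PARP9, detected on the E8 array only, whose bounds were set to 0. Over the alternatives the percentile ran from 11.4 (genes detected on both arrays) to 62.9 (median scaling over all probes). SIRT1, an NAD-dependent deacetylase, was 2.13-fold lower, the nicotinamide riboside kinase NMRK2 2.40-fold and the ADP-ribosyltransferase PARP14 2.03-fold lower. The tankyrase TNKS was at least 1.56-fold higher and PARP12 was 1.55-fold higher (named after its value was seen). Each of these 5 rests on 1 detected probe. Kinases bound by nicotinamide and the p38 pathway had a median of 0.20 (18 of 18 detected, percentile 92.5), with MAPK12 (p38 gamma) 1.59-fold higher and MAP2K6 1.75-fold lower. Each of the 2 rests on 1 dim probe (MAPK12 5.97 in E8, MAP2K6 5.79 with nicotinamide). Both fell under 1.5-fold in some setting (0.23 and -0.33). MAPK13 (p38 delta) differed by 0.02 and ROCK1 by 0.18, with -0.38 for a second ROCK1 probe. ROCK2 differed by -0.57 and its second probe by -0.26. The brightest ROCK2 probe lay at 14.6 in E8, above that of ACTB at 14.2. Whether it reads ROCK2 RNA alone was not tested. MAPK11 was detected on the E8 array only, at its limit, and MAPK14 is not analysed here. In methionine, folate and serine metabolism (22 of 23 detected, median 0.17, percentile 92.8) ODC1 and the methionine synthase MTR (1.67-fold) were higher and CTH, which makes cysteine, was lower (-0.85, other probes -0.68 and -0.13).

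Among stress and metabolic lists, metallothioneins, which bind zinc and other metals, stood apart with the largest median, -0.61 (7 of 9 detected, percentile 0.05). The 7 include SLC30A1, a zinc transporter and not a metallothionein, which differed by 0.11 (named after its value was seen). MT1X was 2.59-fold, MT1H 1.67-fold (second probe -0.26), MT1E 1.53-fold and MT1G 1.52-fold lower, and the copies share sequence. Sterol synthesis stood apart (22 of 22 detected, median -0.16, percentile 0.23) with 5 members at least 1.5-fold lower and 1 at least 1.5-fold higher. HSD17B7 was 2.22-fold, STARD4 at least 1.61-fold and CYP51A1 1.60-fold lower, and the fatty acid desaturase FADS1 1.62-fold higher. HMGCS1 (1.60-fold) and SQLE (1.51-fold, second probe -0.18), enzymes of the same pathway named after their values were seen, were the others at least 1.5-fold lower. Targets of p53 stood apart (21 of 25, median -0.17, percentile 0.84). The cell cycle inhibitor CDKN1A was 1.92-fold and PHLDA3 1.61-fold lower, TP53I3 1.95-fold higher, and ZMAT3 3.08-fold lower by a probe whose 2 companions differed by -0.33 and 0.13. Without genes whose probes disagree the percentile of this list was 6.35. Glycolysis stood just apart (21 of 22, median -0.08, percentile 2.36): PFKFB4 was 1.87-fold lower and the glucose transporter SLC2A1 1.71-fold higher. With the authors' log2 table its percentile was 2.62. The hypoxia list lay at the limit (14 of 15, median -0.14, percentile 2.53), with BNIP3 and P4HA1 each 1.64-fold lower.

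The other stress lists did not stand apart. Amino acid and endoplasmic reticulum stress genes (23 of 25, median 0.09, percentile 56.4) held ATF5 (2.03-fold), SLC7A5 (1.92-fold) and DDIT3 (1.53-fold) on the higher side. At least 1.5-fold lower were CTH and the pseudokinase TRIB3 (1.51-fold, named after its value was seen). Heat shock genes (12 of 14, percentile 18.1) held HSPA1A, a gene with a near-identical copy, 2.28-fold lower and HSPB1 1.56-fold lower. The copy, HSPA1B, differed by -0.55, under 1.5-fold (named after its value was seen). In the oxidative stress list (15 of 17, median 0.09, percentile 61.6) SRXN1 was 1.53-fold higher. Respiratory chain genes had a median of 0.11 (58 of 60, percentile 84.5), with ETFB (1.55-fold, second probe 0.30) and NDUFB2 (1.52-fold) higher and 0 lower at 1.5-fold.

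Cell cycle genes of G2/M stood apart with a small shift: 22 of 30 members were on the lower side of 0, the median was -0.15 (percentile 0.03), and 1 member, the spindle checkpoint kinase BUB1B, was past 1.5-fold (2.09-fold lower). Genes of G1/S did not (25 of 26 detected, median 0.13, percentile 80.0), with the transcription factor E2F1 1.79-fold higher and the replication helicase subunit MCM4 1.76-fold lower (second probe -0.94). Imprinted genes (12 of 20, median -0.08, percentile 7.42) had 1 member past 1.5-fold, SNRPN, 1.54-fold lower, with -1.12 and -0.67 for its other detected probes.

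Reference genes had a median of 0.08 (13 of 13 detected, percentile 55.7) and no member 1.5-fold apart. TBP, the study's qPCR reference, differed by 0.08, ACTB by -0.01 and RPL13A by 0.20. The median of all genes detected on both arrays was 0.07 (robust SD 0.33). Scaling each array to the median of all probes, most of which lie at background, moved this median to -0.40 and turned TBP (-0.39), RPL13A (-0.19), KDR (-0.39), MAPK13 (-0.47) and ROCK1 (-0.30) to the lower side. Scaling over detected probes instead gave a median of 0.07, with ACTB at 0.18 and MAPK13 just under 0. Positive list medians given above are all smaller than that shift, so lists are compared by percentile. Of the 31 lists 7 stood apart, all on the lower side, where 1.55 on either side would be expected by chance for independent genes.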

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

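Some probes that the comparison of genes did not use were higher with nicotinamide. Among 3001 probes with no named gene that were detected on the nicotinamide array, 13 were at least 2-fold higher than on the E8 array, the largest 2.75-fold. Of these 10 were detected on both arrays and 3 on the nicotinamide array only. The 10 are 0.375% of the 2665 such probes detected on both arrays, a share below the 0.499% of probes with a named gene. On the other side, 106 of the 2665 (3.98%) were at least 2-fold lower, a share above the 2.18% of probes with a named gene.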

How the results depend on the processing

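With 1 array per group no replicate can be left out, no other split of the arrays exists, and the cause of each change below was not tested unless stated. No paired analysis was possible because each group holds 1 array. The filter on bead errors was not run. The median scaling over detected probes and both settings on agreeing probes were chosen after seeing the data. Counts moved with the background step, the detection filter and the scaling over all probes. At least 2-fold higher were 63 genes in the main setting, 6 without background correction, 17 with an offset of 50, 6 with median scaling over all probes, 40 in the authors' log2 table, 102 at detection p-values under 0.05 and 155 without a detection filter. At least 2-fold lower were 262, against 111 without background correction and 864 with median scaling over all probes. With median scaling over detected probes there were 79 higher and 249 lower at 2-fold, and 692 and 736 at 1.5-fold. At least 1.5-fold higher were 633, against 113 without background correction, 322 with an offset of 50, 55 with median scaling over all probes and 1120 without a detection filter. At least 1.5-fold lower were 786, against 374 without background correction, 3106 with median scaling over all probes and 1335 without a filter. Genes with at least 2 detected probes, all past the threshold, were 1 higher and 14 lower at 2-fold, and 24 higher and 59 lower at 1.5-fold, by construction fewer. By the brightest probe alone, the 2282 genes with at least 2 detected probes gave 7 and 58 at 2-fold, and 85 and 167 at 1.5-fold. Lower genes were 80.6% of the 2-fold genes, from 71.1% without a detection filter to 99.3% with median scaling over all probes, with 94.9% without background correction, 91.5% with an offset of 50 and 75.9% with median scaling over detected probes. At 1.5-fold they were 55.4%, from 51.5% with median scaling over detected probes to 98.3% with that over all probes. Without genes whose probes disagree there were 226 lower and 59 higher at 2-fold. Of 7 lists standing apart, 5 did so under all 11 alternatives. Glycolysis lay inside the limit with either median scaling (percentile 3.98), in the authors' log2 table (2.62) and against random lists not matched on signal (5.72), and p53 targets without genes whose probes disagree (6.35). Over the alternatives 7 to 10 lists stood apart. Lists that joined them in some setting were hypoxia (0.28 to 3.33), nodal and TGF-beta targets (1.23 to 6.25), BMP targets (0.43 to 33.4) and methionine, folate and serine metabolism (81.3 to 98.7). All 24 genes with the largest differences kept their direction and stayed at least 1.5-fold apart, except NCAM1 (0.58) and TTC12 (0.51) without background correction. The 120 named genes with a value gave 1056 values over the alternatives, including those of genes under 1.5-fold in the main setting. Of these values 89 dropped under 1.5-fold, and 0 of those past 1.5-fold changed sign. Without background correction 33 genes dropped so, and with median scaling over all probes 24. Each gene given as at least 1.5-fold higher among canonical WNT, FGF-ERK and actin, SRF and YAP targets dropped under 1.5-fold in some setting. So did NANOG and SOX2 (both -0.54). Signal over background limits the dim genes: among genes detected on both arrays the robust SD of the differences was 0.41 in the fifth with the lowest signal and 0.24 in the fifth with the highest.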

Other observations

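The genes in this part were picked after their values were seen. The test on windows of neighbouring genes was set before its result was seen, and the other 4 tests after.

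Among genes with at least 2 probes detected on both arrays, 24 had all of them at least 1.5-fold higher with nicotinamide and 59 at least 1.5-fold lower. The lower set held TDRD1, a Tudor protein of germ cells (3.62-fold), the chromatin reader TRIM24 (2.34-fold), the membrane protein STOM (2.64-fold), the kinase SGK1 (2.17-fold, 3 probes from -1.16 to -1.10), the tubulin TUBB6 (2.47-fold) and FGF2, the growth factor that human pluripotent cells need (2.15-fold). The zinc transporter SLC39A8 was 2.53-fold lower, while SLC30A1, a zinc transporter in the metallothionein list, differed by 0.11 (second probe -0.11). The laminin chain LAMB1 (1.68-fold) and the chromatin remodeller HELLS (1.73-fold) were lower too. The higher set held PDGFB (2.05-fold), CAPRIN2 (1.89-fold), SLC22A23 (1.90-fold) and ARRDC4 (1.84-fold).

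More genes were 2-fold lower than 2-fold higher (222 and 55 among genes detected on both arrays). A loss of dim signal on the dimmer nicotinamide array would put this excess near background. In the fifth of these genes with the highest signal 56 were 2-fold lower and 4 higher, a ratio of 14. This argues against a loss near background as the whole cause. Other ways in which the dimmer array could lower bright probes were not tested. Bright probes that also read RNA of other genes remain possible: the other detected probes of the 2-fold lower genes had a median of -0.0756, but they went both ways, with 26 of 69 at least 1.5-fold lower (4 of 8 followed on the higher side), and the genes were picked by an extreme brightest probe. Probes on alternative transcript ends would give the same values, and probe sequences were not used. An effect of nicotinamide stays open too, for instance for the 14 genes with all detected probes 2-fold lower.

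SNRPN, an imprinted gene of the Prader-Willi region, was 1 of 6 neighbouring detected genes that were lower together. The differences were -0.62 for SNRPN, -0.48 for SNURF, -2.63 for PWAR5 and -0.64 for IPW, and SNORD108 (at least 2.80-fold) and PWAR1 (at least 1.30-fold) were lower as bounds. Relative to the median of all genes (0.07), NDN (0.48), MAGEL2 (0.04), UBE3A (0.17) and ATP10A (0.89) nearby did not share the decrease. The 4 members detected on both arrays had a range of 2.15, but this rests on PWAR5, since the other 3 spanned 0.16, within the robust SD of 0.30 between probes of a gene, so 1 transcript read alike by several probes stays open. Of 10553 windows of 6 neighbouring genes 0.265% had a median as low, under the 1% set beforehand, but this window was picked because it was low and 26 windows elsewhere were as low. A chance run therefore remains possible, as does an effect of nicotinamide on this region.

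The U3 copies SNORD3A, SNORD3C and SNORD3D, RPPH1 and the 5S ribosomal RNA gene RNA5S9 (1.16) were higher. More short RNA in the nicotinamide preparation would raise short RNAs alike, but the 74 detected short non-coding RNA genes had a median of 0.0474 (robust SD 0.46), with 12 at least 1.5-fold higher and 11 lower. RN7SL1 (-0.88), RNU4-1 (-1.03) and RNU4-2 (-1.05) were among the lower ones, while the 10 snRNA genes had a median of 0.58, with RNU1-3 (1.06) and RNU6-1 (0.90) higher. The 10 include copies or variants of U1 RNA (RNU1-3, RNU1-1 at 0.32, RNVU1-18 at 1.04, RNVU1-7 at 0.97) and of U4 RNA (RNU4-1, RNU4-2). Probes of such copies cannot be taken as separate genes. The median of the 74 genes and the lower members argue against a higher yield of all short RNA as the cause, so far as the probes read short RNA. A gain limited to some classes stays open. Of the 74 genes 58 are snoRNA genes, and those detected on 1 array only count as bounds, which understate differences. An effect of nicotinamide on these RNAs may remain, as may capture of longer precursors by the probes, which was not tested.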
